# Epigenetic analysis in a murine genetic model of Gulf War illness

**DOI:** 10.3389/ftox.2023.1162749

**Published:** 2023-06-14

**Authors:** Khyobeni Mozhui, James P. O’Callaghan, David G. Ashbrook, Pjotr Prins, Wenyuan Zhao, Lu Lu, Byron C. Jones

**Keywords:** MBD-seq, DNA methylation, diisopropyl fluorophosphate, corticosterone, systems genetics

## Abstract

Of the nearly 1 million military personnel who participated in the 1990–1991 Gulf War, between 25% and 35% became ill with what now is referred to as Gulf War Illness (GWI) by the Department of Defense. Symptoms varied from gastrointestinal distress to lethargy, memory loss, inability to concentrate, depression, respiratory, and reproductive problems. The symptoms have persisted for 30 years in those afflicted but the basis of the illness remains largely unknown. Nerve agents and other chemical exposures in the war zone have been implicated but the long-term effects of these acute exposures have left few if any identifiable signatures. The major aim of this study is to elucidate the possible genomic basis for the persistence of symptoms, especially of the neurological and behavioral effects. To address this, we performed a whole genome epigenetic analysis of the proposed cause of GWI, viz., exposure to organophosphate neurotoxicants combined with high circulating glucocorticoids in two inbred mouse strains, C57BL/6J and DBA/2J. The animals received corticosterone in their drinking water for 7 days followed by injection of diisopropylfluorophosphate, a nerve agent surrogate. Six weeks after DFP injection, the animals were euthanized and medial prefrontal cortex harvested for genome-wide DNA methylation analysis using high-throughput sequencing. We observed 67 differentially methylated genes, notably among them, *Ttll7, Akr1c14, Slc44a4,* and *Rusc2,* all related to different symptoms of GWI. Our results support proof of principle of genetic differences in the chronic effects of GWI-related exposures and may reveal why the disease has persisted in many of the now aging Gulf War veterans.

## Introduction

In 1991, the United States deployed 700,000 military personnel to Kuwait in response to Saddam Hussein’s invasion of that country. An additional 200,000 plus were deployed from the United States allies. During the conflict, between 25% and 35% of the military personnel complained of a multisymptom malaise now generally referred to as Gulf War Illness (GWI; David et al., 1997). Reported symptoms include gastrointestinal distress, pain, neurological complaints (Duong et al., 2022) and sickness-related behaviors including lethargy, “brain fog,” and a general inability to function effectively (Engdahl et al., 2018). Remarkably, among most of those afflicted, the complaints persist to this day, more than 30 years since the end of the conflict. The underlying basis of the malady is open to debate; however, there is evidence that many of the troops were exposed to organophosphates, either as insecticides or nerve agents due to the destruction of an ammunition dump that inadvertently released sarin and cyclosarin with the potential exposure of up to 100,000 military personnel (Chao et al., 2011). Both clinical and preclinical research now indicate that the neurological and behavioral effects seen in GWI were the result of neuroinflammation produced by exposure to organophosphates (OP) coupled with increased levels of circulating glucocorticoid hormones, i.e., cortisol, as might be expected due to the high physiological stress of the war theater (Yates et al., 2021). Indeed, when subjected to testing in an animal model, the major rodent glucocorticoid hormone, corticosterone (CORT), was shown to greatly increase the expression of proinflammatory cytokine genes in C57BL/6J (B6) mice (Locker et al., 2017).

The B6 strain is often contrasted with the DBA/2J (D2) strain as there are marked differences in stress response and sensitivity between the two strains (Matthews et al., 2008; Mozhui et al., 2010; Terenina et al., 2019). B6 and D2 are also the parent strains for the BXD family, a large panel of genetically diverse recombinant inbred and advanced intercross strains that are a mosaic of the B6 and D2 genomes (Ashbrook et al., 2021) The genomes of the B6 and D2 strains have been fully sequenced, and there are over 6 million genetic variants that differ between the two (Ashbrook et al., 2021). Furthermore, in our previous work, we have shown that treatment with CORT and OP results in genetically driven differences in gene expression in the BXDs (Xu et al., 2020). The fact that only 25%–30% of Gulf War veterans developed GWI indicates a genetic component, and the contrast between B6 and D2 provides a powerful model system to test the interaction between environmental exposures and genetics. As our work from 2017 (Locker et al., 2017) demonstrated that B6 has high sensitivity to the combination of CORT + OP, we conducted a pilot study to compare between the two strains, and between sexes. Indeed, in our unpublished pilot study, we found that D2 mice and females of both strains were much less sensitive to the pro-inflammatory effects of CORT + OP. Follow-up research in 30 recombinant inbred strains derived from B6 and D2 intercrosses led to the nomination of two genes that underlie individual differences in susceptibility to neuroinflammation produced by combined exposures (Jones et al., 2020; Gao et al., 2020).

Now that we have demonstrated a possible genetic basis for individual differences in susceptibility to exposures that underlie GWI in the mouse model, the major question remaining is why most of those so afflicted have been sick for so long. The persistence following the initial exposure indicates long-term changes in cellular properties that may involve epigenetic remodeling (Bielawski et al., 2019). DNA methylation is particularly relevant in this context as CpGs are a crucial interface between the genome and the environment. CpG methylation is a canonical epigenetic modification that entails adding a methyl group to a CG dinucleotide, and this epigenetic mechanism plays a critical role in maintaining stable gene expression (Illingworth and Bird, 2009). Consistent with the potential role of the methylome in GWI, studies in humans have shown the GWI is associated with significant differences in DNA methylation of CpGs (Trivedi et al., 2019). Several studies have also shown that exposure to environmental toxins as well as stressors can results in extensive alteration to CpG methylation, and this could be a mechanism by which these exposures result in long-term changes and illness (Houtepen et al., 2016; van der Plaat et al., 2018).

Given that B6 and D2 have genetic and gene expression differences in their reponse to CORT + OP treatment, our goal is to examine the methylome as a potential basis for gene-by-environment interaction. To that end, here we report the outcome of our study that subjected B6 and D2 strains to an organophosphate compound coupled with high circulating glucocorticoid hormone (corticosterone) followed by genome-wide profiling of DNA methylation in the prefrontal cortex using the affinity-based method, MBD-seq (Aberg et al., 2018; Aberg et al., 2020; Sandoval-Sierra et al., 2020). Our main goal is to demonstrate genetic differences in the epigenetic effects of CORT + OP exposure as justification to launch a study in multiple strains of BXD recombinant inbred mouse strains.

## Materials and methods

### Mice and treatment

The animals used in this study were 23 male and female B6 and D2 mice, 140–190 days of age. Assignment by strain, sex, and treatment is presented in Table 1 (see below). Treatment consisted of corticosterone in the drinking water (20 mg% w/v) for 7 days followed by i.p. injection of 4.0 mg kg^−1^ diisopropyl fluorophosphate (DFP, an OP sarin surrogate). The animals were then treated with corticosterone in their drinking water every other week for 12 weeks after which, the animals were euthanized by cervical dislocation and the brain harvested and dissected to yield the prefrontal cortex. We refer to the treatment group as CORT + DFP. The control group followed the same schedule but withour conrticosterone in the drinking water and saline injection. All procedures involving animals were approved by the UTHSC Institutional Animal Care and Use Committee.

**TABLE 1:** Sample details. Age is in postnatal days.

	C57BL/6J (B6)				DBA/2J (D2)			
	Females		Males		Females		Males	
Treatment	n	Age ±SD	n	Age ±SD	n	Age ±SD	n	Age ±SD
CORT + DFP	3	169 ± 42	3	199 ± 47	3	163 ± 28	3	163 ± 28
Control	2	145 ± 0	3	145 ± 0	3	163 ± 28	3	179 ± 28

### Tissue harvest and DNA sample process

Genomic DNA was extracted from the prefrontal cortex (PFC) using the Quick-DNA/RNA Miniprep Plus kit (Zymo Research, Irvine, CA, United States) and checked for purity and quantity using a NanoDrop spectrophotometer (ThermoFisher Scientific, Waltham, MA, United States), and a Qubit™ fluorometer and the dsDNA BR (Broad Range) Assay kit (Invitrogen). Affinity-based CpG enrichment was done using the Invitrogen MethylMiner Methylated DNA Enrichment Kit (ThermoFisher Scientific, Waltham, MA, United States), which relies on the methyl-CpG binding domain protein 2 (MBD2) protein to capture DNA fragments containing methyl-CpGs. MBD2 preferentially binds to methylated CpGs, and this depletes the DNA sample of DNA regions without CpGs, and enriches for methyl-CpGs (Aberg et al., 2018; Aberg et al., 2020). First, 1 µg of DNA in 110 μL low TE (tris-EDTA) buffer was sheared to ∼150 bp fragments using a Covaris S2 ultrasonicator (Covaris, Woburn, MA, United States). Sonication settings were the same as described in Sandoval-Sierra (Sandoval-Sierra et al., 2020) with cycle/burst of 1 for 10 cycles of 60 s, duty cycle of 10%, and intensity of 5.0. DNA fragment size and quality were assessed using the Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA, United States). MBD-capture reaction was done according to the standard manufacturer’s protocol, followed by a single step elution with 2 M NaCl solution. The enriched DNA was then re-concentrated by ethanol precipitation, and the final concentration of methylated-CpG enriched DNA ranged from 0.17 to 2.1 ηg per μl (0.87 ± 0.39).

### Sequencing and initial data processing

Sequencing was performed to 40 million reads per sample (150 paired-end) on Illumina NovaSeq 6000 (Illumina, San Diego, CA, United States).

### Alignment to the reference genome

*Mus musculus* (mouse) reference genome (GRCm38) and gene model annotation files were downloaded from the Ensembl genome browser (https://useast.ensembl.org/). Indices of the reference genome were built using STAR v2.5.0a (Dobin et al., 2013) and paired-end clean reads aligned to the reference genome.

#### Quantification of DNA methylation

For quantification of DNA methylation, the bam files were loaded to the MEDIPS R package (version 1.44.0) (Lienhard et al., 2014) using the MEDIPS.createSet function with the following parameters: uniq = 1, extend = 150, ws = 150, shift = 0. This divided the mm10 mouse genome into 150 bp non-overlapping windows, and reads were counted for each bin. The MEDIPS.couplingVector function was used to compute the local CpG density (coupling factor or CF), and the read counts were normalized to the CF using the function MEDIPS.meth. To retain only 150 bp bins that had sufficient coverage for reliable quantification and statistical analyses, we implemented the following filters: 1) bins with no CpGs (CF = 0) and mean read counts ≤1 were excluded, resulting in 5,724,879 bins; 2) these were loaded to the EdgeR R package (version 3.34.1) (Robinson et al., 2010), and further filtered on the basis of counts per million (CPM) to retain only reads with more than 1 CPM in 2 or more libraries. This resulted in 210,191 CpG regions that were then normalized by the library size using the calcNormFactors function. RPKM values were then extracted using the parameters gene.length = 150, log = TRUE, and the CpG regions were annotated using the HOMER software (Heinz et al., 2010).

### Statistical analyses

Principal component analysis (PCA) using the full set of 210,191 CpG regions was performed on R using the prcomp() function. As no outliers were detected, all samples were included for downstream analyses. 

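The distance of each mouse from the median of its condition was taken over PC1 to PC10, and the gap between the farthest mouse and the next was divided by the range of the distances (Dixon's ratio). The ratio was 0.228 in B6 CORT + DFP (n = 6), 0.374 in B6 control (n = 5), 0.146 in D2 CORT + DFP (n = 6), and 0.164 in D2 control mice (n = 6). All 4 ratios were under Dixon's critical values for groups of these sizes. The sexes lie far apart on PC2, which can hide a mouse in these distances. With the mean of each strain and sex removed from the scores, a step chosen after seeing the data, the ratio in B6 control mice was 0.811, above the critical value, and the other 3 were between 0.180 and 0.227. In normal scores drawn at random, a share of 0.115 of conditions passed the critical value in this way. The B6 control mouse was a female with the fewest reads of the 23 mice. On PC3 it scored 84.3, with the other 4 between -27.1 and -11.0. Tested on each PC alone, 9 of 40 groups of PC and condition had a mouse past the critical value, where chance gives 2, and with the mean of each strain and sex removed 7 had one.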

For epigenome-wide association analysis (EWAS), we applied the following regression model in R: CpG_i_ ∼ glm(treatment*strain + sex + age), where i is the CpG region from 1 to 210,191. To test whether the methylation differences induced by the DFP treatment were associated with changes in gene expression, we took RNA-seq data generated from the PFC of a panel of mice belonging to the BXD Family. These data have been described in detail (Xu et al., 2020). For the present work, we took the data from the untreated control cohort (n = 127 mice), and the corticosterone and DFP cohort (n = 129). For significant CpG regions identified by the EWAS, we linked the methylation sites to its cognate gene (nearest gene or gene in which the CpGs are located), and for this set, we performed linear regression with gene expression as the dependent variable and treatment as the main predictor with adjustment for sex.

## Results

### Data quality check and overall methylation patterns

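MBD-seq sequences the DNA fragments that the MBD2 protein captures through their methylated CpGs, so the number of reads on a CpG region rises with its methylation. The prefrontal cortex of 23 mice was assayed, with 6 CORT + DFP and 5 control mice of the B6 strain and 6 CORT + DFP and 6 control mice of the D2 strain. There were 11 females and 12 males. The CORT + DFP mice received corticosterone (20 mg%) for 7 days, then DFP at 4 mg per kg, and then corticosterone every other week for 12 weeks. The authors aligned the reads to GRCm38, counted them in 150 bp windows, and retained 210191 windows with CpGs and enough reads. They deposited these as log2 RPKM, normalized by library size, with a small number of reads added before the logarithm. The whole number of reads behind each value could be recovered from the values, with a mean of 2 reads added per mouse.

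Between 9776537 and 18428398 reads per mouse lay in these CpG regions. The median was 12321374 reads in B6 CORT + DFP, 13321914 in B6 control, 13648046 in D2 CORT + DFP, and 13566021 in D2 control mice. The median CpG region had 41 reads per mouse, for which counting error alone gives an SD of 0.23 on the log2 scale. Amplified reads are not independent molecules, so this SD covers counting error only. The 22 pairs of mice of the same condition and sex differed by a chi-square per window of 1.17 to 4.15, all above the 1 that a library sequenced again would give. Mean log2 RPKM on the X chromosome minus that on the autosomes was between 0.06 and 0.32 in females and between -0.69 and -0.36 in males, with no overlap.

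By the sample labels, the mice were 145 to 226 days old and belonged to 3 sets. Set 1 held 8 mice, which were 3 B6 CORT + DFP mice aged 218 to 226 days, and 2 D2 CORT + DFP and 3 D2 control mice aged 196 days. Set 2 held 3 B6 CORT + DFP and 5 B6 control mice aged 145 days, and set 3 held 4 D2 CORT + DFP and 3 D2 control mice aged 147 days. No B6 control mouse was in set 1, so within a set, CORT + DFP and control mice of B6 can be compared in set 2 alone.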

To investigate whether the CORT + DFP treatment induces strain dependent changes in DNA methylation, we used MBD-seq to assay the methylome in 23 male and female B6 and D2 mice (Table 1). First, to get a large-scale view of the methylome and to identify the main sources of variance, we applied PCA to the full set of 210,191 CpG regions. The top principal component (PC1) explained 70% of the variance, followed by 6% and 4% for PC2 and PC3, respectively (Figure 1A). 

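In the PCA of log2 RPKM, with regions centred and not scaled, PC1 explained 69.7%, PC2 6.24%, and PC3 4.02% of the variance. PC4 to PC10 explained between 1.92% and 1.04% each, and the remaining PCs 10.3% together. With each mouse left out in turn, PC1 explained between 69.2% and 70.4%. Scaling each region to unit variance moved PC1 most among the alternatives, to 24.5%.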

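The PC1 score was 205 ± 12.0 (SD, n = 11) in B6 and -188 ± 3.88 (SD, n = 12) in D2 mice. The B6 scores lay between 183 and 230 and the D2 scores between -195 and -182 (two-sided permutation test, p = 2e-05, the smallest that the permutations can give). With sex rearranged within strains, females minus males on PC1 was -11.4 in B6 (5 and 6 mice, exact permutation test, p = 0.119), -0.519 in D2 (6 and 6 mice), and -5.69 over both (exact permutation test, p = 0.125), in a comparison chosen after seeing the data. Between control mice of the strains, 53291 regions (25.4%) differed at a Benjamini-Hochberg adjusted p under 0.05, with 21890 higher and 31401 lower in D2. A mean of 3 or fewer reads was found at 4072 regions in D2 alone and at 85 in B6 alone. With these 4157 regions left out, a filter chosen after seeing the data, PC1 explained 56.3% of the variance and still separated the strains.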

A Plot of the top two PCs show that the main explanatory variable is strain, and PC1 segregates the samples by strain. This is followed by sex, which is captured by PC2 (Figure 1B). 

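The PC2 score was 58.7 ± 21.4 (SD, n = 11) in females and -53.8 ± 14.6 (SD, n = 12) in males. Female scores lay between 22.6 and 90.6 and male scores between -82.8 and -36.7, and the difference of 113 exceeded the spread within each sex (two-sided permutation test, p = 2e-05). Sex differences at a Benjamini-Hochberg adjusted p under 0.05 covered 10661 regions on the X chromosome, 74.0% of its 14416 regions, and 1170 regions on the autosomes, 0.598% of 195677. Of the 10661 X regions, 10660 were higher in females. The values are not corrected for the number of X copies, which differs between the sexes. At these X regions, methylation therefore cannot be told apart from copy number. With autosomal regions alone, PC2 no longer separated the sexes, with a difference of 7.41 between them (two-sided permutation test, p = 0.714). With regions scaled to unit variance, the difference on PC2 was 82.2 (two-sided permutation test, p = 0.189). In both alternatives the order of the PCs changed, and the PC closest to the first PC2 was PC3. Its r with the first PC2 was 0.585 in size on autosomes and 0.793 with regions scaled. Its r with sex was 0.503 and 0.830 in size, against 0.956 for the first PC2, so on autosomes PC3 kept only part of the separation by sex.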

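The correlation of PC3 with age was computed over all 23 mice, although age falls in separate clusters that follow the sets, with sets 2 and 3 at 145 and 147 days and set 1 at 196 days or more. Pearson's r was 0.505 (permutation test, p = 0.0139) and Spearman's rho 0.340 (permutation test, p = 0.112). Without the 2 mice farthest from the median age, r was 0.443 (permutation test, p = 0.0430). Within D2 mice r was 0.780 (n = 12, permutation test, p = 0.00366), and within B6 mice it was 0.316 (n = 11, permutation test, p = 0.327). Age did not vary within sets 2 and 3, so no correlation could be computed there. As a comparison of clusters, the PC3 score was 35.4 ± 43.0 (SD, n = 8) in set 1 and -18.9 ± 40.4 (SD, n = 15) in sets 2 and 3 (exact permutation test, two-sided, p = 0.00918).

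The number of reads per mouse was the second measure tested against PC3. Its r was -0.778 and its rho -0.832 (permutation tests, p = 1e-05 for each, the smallest they can give). Adjusted over both relations by Benjamini-Hochberg, the p for r was 0.0139 for age and 2e-05 for reads in permutation tests. The r with reads was -0.797 within B6 (n = 11, permutation test, p = 0.00341), -0.793 within D2 (n = 12, permutation test, p = 0.00231), and -0.736 within sets 2 and 3 (n = 15, permutation test, p = 0.00165). Within set 1 it was -0.601 (n = 8, permutation test, p = 0.0918). Without the 2 mice farthest from the median number of reads, it was -0.788.

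**Figure D1:**
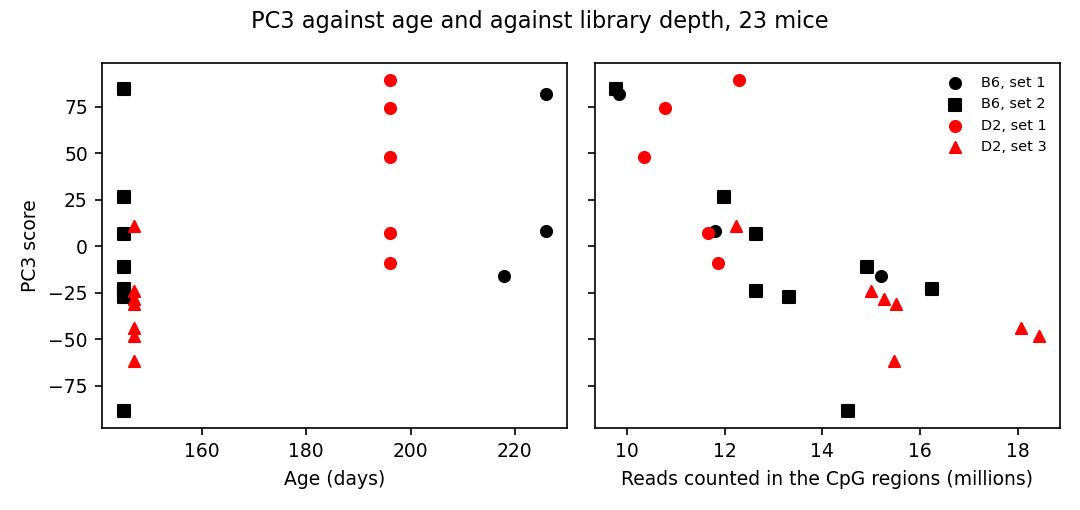
PC3 score of each of the 23 mice (B6 black, D2 red; circles set 1, squares set 2, triangles set 3) against age in days (left) and against the reads counted in the CpG regions (right). The score falls with the number of reads (r = -0.778), while age takes few values and follows the sets.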

PC3 weakly captured the variance due to age with Pearson r = 0.5 (*p* = 0.01). 

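CORT + DFP (n = 12) and control mice (n = 11) were compared on each of PC1 to PC10 by two-sided permutation tests. In 0 of the 10 tests the p was under 0.05, before or after Benjamini-Hochberg adjustment. The smallest p was 0.0784, on PC9 (permutation test, adjusted p = 0.447), where the score was -9.15 ± 23.7 (SD) in CORT + DFP and 9.99 ± 26.1 (SD) in control mice. The largest p was 0.948, on PC2 (permutation test). These tests include the spread between strains and sexes, so the treatment was also rearranged within strain and sex, a test chosen after seeing the data. The p of the 10 exact permutation tests lay between 0.0670 (PC9, adjusted p = 0.509) and 0.903 (PC4), with 0 under 0.05. Within strain and sex, the treatment groups differed by 2.48 on PC1 (residual SD 8.21, exact permutation test, p = 0.491) and by -6.74 on PC2 (residual SD 18.8, exact permutation test, p = 0.396). With log2(RPKM + 1) in place of the deposited values, 1 of the 10 PCs differed over all mice, with an unadjusted p of 0.00474 by permutation test. That p stays under 0.05 after Benjamini-Hochberg adjustment over the 10 tests. The paper takes the absence of a difference on these PCs as a sign that treatment alone did not have a large-scale effect on the methylome.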

None of the top 10 PCs differentiated between the two treatment groups, and this indicates that treatment alone did not have a large-scale effect on the methylome.

**FIGURE 1:**
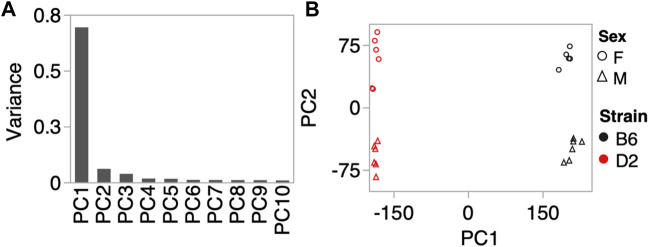
Methylome-wide principal component analysis (PCA). **(A)** PCA was done for the 210,191 CpG regions, and the plot shows the variance explained by the top 10 PCs. **(B)** Scatter plot between PC1 and PC2 shows no batch effect, but samples separate by strain along PC1, and by sex along PC2. We did not detect a methylome-wide effect of CORT+DFP treatment.

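Sets of mice were compared within each strain, since set 2 held only B6 and set 3 only D2 mice. Among B6 mice, set 1 (n = 3) and set 2 (n = 8) had mean PC1 scores of 201 and 207 and differed on PC2 by -1.66 in females and -22.5 in males. With set labels rearranged within each sex, a test chosen after seeing the data, exact permutation tests gave p = 0.360 on PC1, 0.0533 on PC2, and 0.333 on PC3. On PC1 these sets differed by 8.50 in females and -17.6 in males, and on PC3 by -42.7 and 85.7. B6 males did not overlap on PC1 (193 to 204 in set 1, 210 to 230 in set 2). Nor did they on PC3 (8.14 to 81.8 and -88.7 to -23.0). The sexes moved in opposite directions on both PCs, so the tests over both sexes cannot exclude a difference in males. Among D2 mice, set 1 (n = 5) and set 3 (n = 7) had mean PC1 scores of -190 and -186 (exact permutation test within sex, p = 0.0633). On PC2 the D2 sets differed within each sex, with females at 22.6 and 23.6 in set 1 and from 58.4 to 90.6 in set 3, and males from -82.8 to -65.6 and from -49.1 to -39.6 (exact permutation test within sex, p = 0.00333; without regard to sex, exact permutation test, p = 0.144). On PC3 the scores were 41.9 ± 42.3 (SD, n = 5) in set 1 and -32.4 ± 23.2 (SD, n = 7) in set 3 (exact permutation test within sex, p = 0.00333). The p on PC2 and on PC3 was 0.0100 after Benjamini-Hochberg adjustment over the 6 exact tests. In D2, set 1 was also the older set and had fewer reads (10341578 to 12298918, against 12240614 to 18428398 in set 3), so set, age, and depth cannot be told apart in these differences.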

### Epigenome-wide association study

Next, we investigated whether the CORT + DFP treatment results in site-specific changes to the methylome. 

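The model was fitted by least squares to the log2 RPKM of each of the 210191 CpG regions, with treatment, strain, their interaction, sex, and age as terms and 17 residual degrees of freedom. B6 control mice were the reference, so the treatment coefficient is the difference between CORT + DFP and control mice in B6. The interaction is the same difference in D2 minus that in B6. The median standard error was 0.17 for the treatment effect and 0.22 for the interaction, and the median residual SD was 0.24. At the 68 regions of Supplementary Data S1, the coefficients differed from those listed there by at most 4.38e-06, once the sign was turned to CORT + DFP minus control.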

For this, we applied a multivariate regression model to detect differential methylation (epigenome-wide association study or EWAS) as a function of the main effect of treatment, and the treatment-by-strain interaction with age and sex as covariates. 

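The treatment effect in B6 had a p of 0.05 or less at 12314 CpG regions (5.86%) and the interaction at 14339 regions (6.82%), where 10509.6 are due by chance. When the range of p from 0 to 1 was divided into 4 equal parts, the lowest part held 27.4% of regions for treatment and 29.9% for the interaction, and the highest part 23.6% and 22.2%. After Benjamini-Hochberg adjustment over all regions, 0 regions had an adjusted p under 0.05 for either term. The smallest adjusted p was 0.442 for treatment and 0.608 for the interaction. Quantile normalization between mice moved the treatment share most, to 8.06%, and leaving out age moved the interaction share most, to 4.24%.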

The *p*-value distributions for treatment and treatment-by-strain interaction showed a slight skew towards low *p*-values for interaction effect (Figure 2A). This indicates a true effect of treatment, but a study that is currently underpowered. For this reason, we set a relatively lenient uncorrected statistical threshold of *p* ≤ 0.0001. At this threshold, 36 CpG regions showed a main effect of treatment, and 39 CpG regions showed an effect of treatment-by-strain interaction (Figure 2B). 

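At a p of 0.0001 or less, 23 CpG regions had a treatment effect in B6 and 24 had a treatment-by-strain interaction, where 21.0 are due by chance for each term. Of the 23 regions, 14 were higher and 9 lower in CORT + DFP mice, by 0.30 to 0.74 log2 units (median 0.55). All 23 also had an interaction at a p of 0.05 or less. The interaction contains the B6 estimate by which these regions were selected, so its low p follows in part from the selection. The size of the 24 interactions was between 0.48 and 1.12 (median 0.77). In all 24, the estimates for B6 and D2 had opposite signs, and the larger effect was in B6 at 15 regions and in D2 at 9. With each mouse left out in turn, between 7 and 23 of the 23 treatment regions (median 20) and between 8 and 21 of the 24 interaction regions (median 17) kept a p of 0.0001 or less. Without 1 of the mice, the treatment count was between 12 and 60. Among the alternatives with all mice, it moved furthest upward under quantile normalization, to 55 regions, 18 of them among the 23.

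An intergenic region 6862 bp from Aqp7 had the second smallest treatment p (-0.60, standard error 0.092, n = 23 mice, p = 4.6e-06). It had a residual SD of 0.617 times the counting SD. At the Mttp region labelled in Figure 2B, in exon 14 of 18, methylation was higher in CORT + DFP B6 mice by 0.55 (standard error 0.099, n = 23 mice, p = 3.4e-05). Its residual SD was 0.560 times the counting SD. With the variance moderated across regions by limma, the Mttp effect had p = 2.5e-04 and the Aqp7 effect p = 6.4e-05 (n = 23 mice). From the skew towards low p-values, the paper reasons that treatment has a true effect in a study that may have too little power, and it sets its threshold for this reason.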

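The treatment and interaction regions at a p of 0.0001 or less had 4 in common and made 43 CpG regions together, of which 1 was on the X chromosome. Supplementary Data S1 lists 43 gene names for them and annotates 21 as intergenic and 22 as repeats, 8 of the L1 and 12 of the LTR class. In the GENCODE annotation, 27 of the 43 (62.8%) overlapped a gene and 12 (27.9%) an exon, against 47.9% and 24.7% of all 210191 regions. The median number of reads per mouse over these regions was 39. At each of the 43, the residual SD was under the SD from counting error, by a ratio of 0.202 to 0.887, against a median ratio of 1.09 over all regions. At 3 of the treatment regions, named Skint10, Scgb2b11, and Gm46993 and singled out after their values were seen, no D2 mouse had any read. Fitted to B6 mice alone, their p-values were 0.00882, 0.00607, and 0.00942, and exact permutation tests gave p = 0.00866, 0.00433, and 0.0130.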

In total, 68 CpG regions in or near 66 genes showed differential methylation at *p* < 0.0001 due to treatment and/or treatment-by-strain interaction (Supplementary Data S1).

**FIGURE 2:**
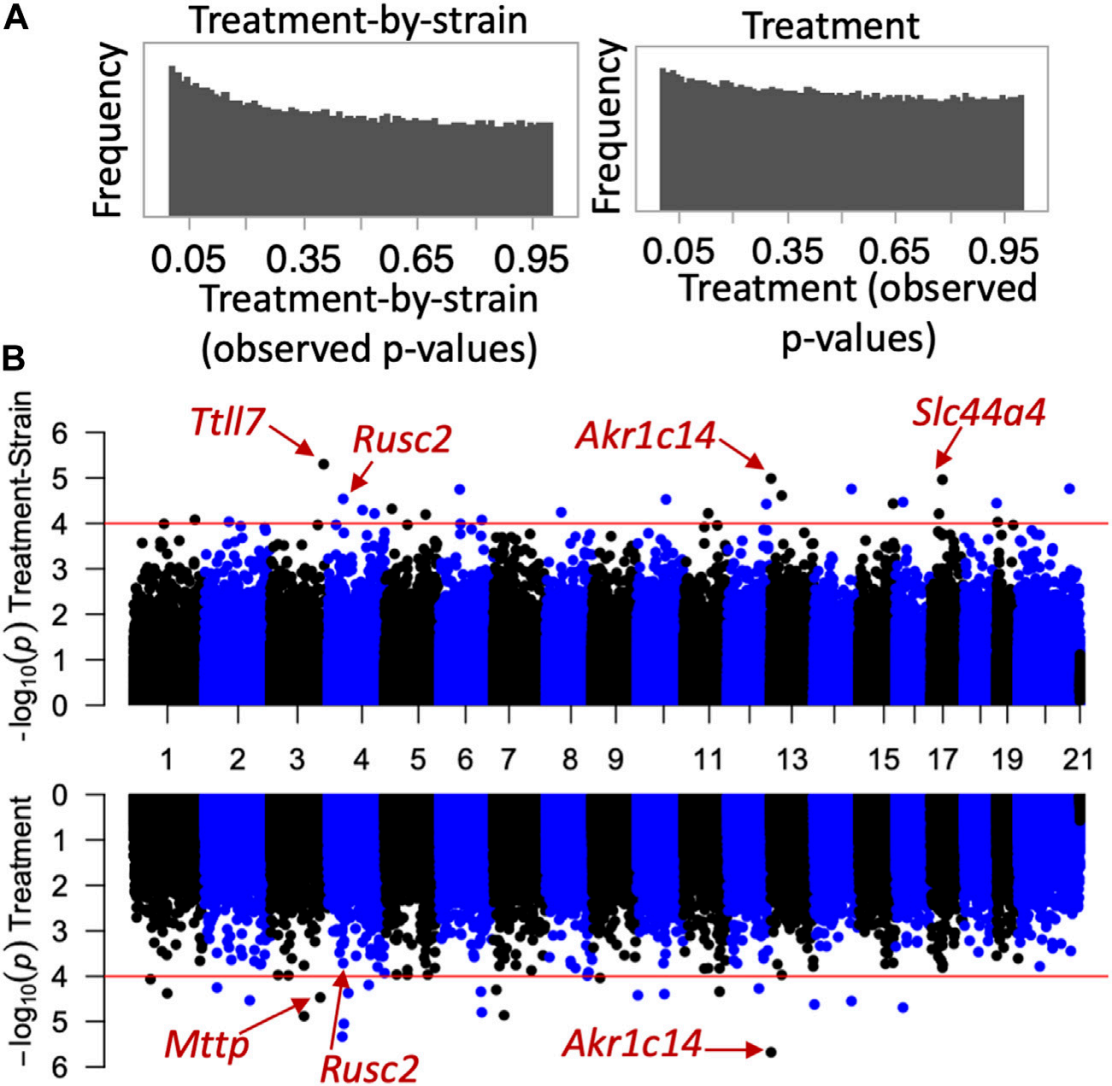
Epigenome-wide association study (EWAS) of CORT+DFP. **(A)** *p*-value histograms from the EWAS show a higher frequency of low *p*-values particularly for the treatment-by-strain interaction effect. This indicates a deviation from the null hypothesis (i.e., a true effect of treatment, but a study that may be underpowered). **(B)** Mirrored Manhattan plots for treatment-by-strain interaction (top), and treatment effect (bottom). The x-axis plots the location of each CpG region (from chromosomes 1 to X), and the y-axis shows the −Log10P. The red horizontal line marks the nominal significance threshold of −Log10P = 4. Locations of few genes of interest are highlighted.

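The Akr1c14 region lies on chromosome 13 from 4075651 to 4075800 (GRCm38) and holds 7 CpGs. Supplementary Data S1 places it in intron 3 of 8 and in a LINE repeat of the L1 family. It had between 33 and 105 reads per mouse (median 58). Log2 RPKM was 5.04 ± 0.05 (SD, n = 5) in B6 control and 4.69 ± 0.11 (SD, n = 6) in B6 CORT + DFP mice. The treatment effect in B6 was -0.42 (standard error 0.060, n = 23 mice, p = 2.1e-06), the smallest treatment p of all regions, with an adjusted p of 0.442. All 6 CORT + DFP mice were below all 5 control mice (exact permutation test, two-sided, p = 0.00433). Among the B6 mice of set 2, which were of one age, the difference was -0.39 with 3 CORT + DFP and 5 control mice (exact permutation test, p = 0.0357). The residual SD of this region was 0.472 times the SD that counting error gives. With the variance moderated across regions by limma, the effect had p = 0.0014 (n = 23 mice).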

For the main effect of treatment, the strongest EWAS hit was for a CpG located in an intron of the aldo-keto reductase gene, *Akr1c14*. This CpG regions also showed a significant treatment-by-strain interaction, and methylation decreased in the B6 mice following the CORT + DFP treatment but remained unchanged in the D2 mice (Figure 3A). 

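The interaction at the Akr1c14 region was 0.49 (standard error 0.080, n = 23 mice, p = 1.04e-05). Permuting the treatment of the mice within each strain, a permutation test, gave p = 0.00086. In D2, log2 RPKM was 5.04 ± 0.08 (SD, n = 6) in control and 5.10 ± 0.12 (SD, n = 6) in CORT + DFP mice. With set and sex disregarded, this difference was within the spread between mice (exact permutation test, two-sided, p = 0.286). Within each set and sex, every D2 CORT + DFP mouse was above every D2 control. The gap was wide in males of set 1 (5.234 against 5.065 and 4.935) and narrow in males of set 3 (4.951 and 4.945 against 4.942). No test within set and sex was run, so a small rise in D2 is left open. The model gave an effect of 0.075 in D2 (standard error 0.050, n = 23 mice, p = 0.151). Moderated by limma, the interaction had p = 0.0043 (n = 23 mice).

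Of the 14 other CpG regions in Akr1c14, the next one downstream moved in the same direction in B6 (-0.33, standard error 0.11, n = 23 mice, p = 0.00814), with an interaction of 0.46 (n = 23 mice, p = 0.00640). The next one upstream had an effect of -0.03 in B6 (n = 23 mice, p = 0.772). Of the 14, 2 had an interaction with a p under 0.05 (n = 23 mice), and the other of these, from 4069651 to 4069800, moved in the opposite direction (0.41 in B6, p = 0.00933; interaction -0.52, p = 0.0134). Over these 14 regions the B6 effect ran from -0.46 to 0.41 and was negative at 5.

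**Figure D2:**
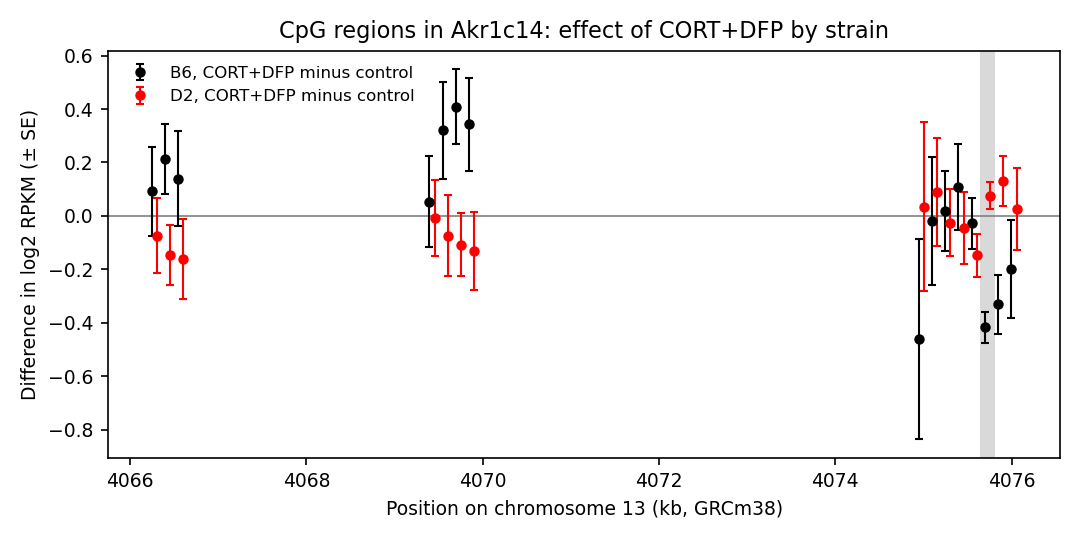
Difference in log2 RPKM between CORT + DFP and control mice at the 15 CpG regions in Akr1c14, by position on chromosome 13 in kb (points, estimates in B6 black and D2 red; bars, ± standard error; grey band, the region from 4075651 to 4075800). Within the band the B6 estimate is -0.42 and the D2 estimate 0.075, and the B6 estimate at the next region downstream is -0.33.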

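The Ttll7 region (chromosome 3, 147290401 to 147290550, 7 CpGs) lies 438108 bp from the transcription start of Ttll7, the nearest coding gene, and 306392 bp from its end. Log2 RPKM rose in B6, from 4.01 ± 0.23 (SD, n = 5) in control to 4.27 ± 0.13 (SD, n = 6) in CORT + DFP mice (exact permutation test, p = 0.0433), with a model effect of 0.31 (standard error 0.097, n = 23 mice, p = 0.00536). Among B6 mice of set 2 the difference was 0.31 (3 against 5 mice, exact permutation test, p = 0.0714). In D2 it fell from 4.32 ± 0.15 (SD, n = 6) to 3.79 ± 0.05 (SD, n = 6), with all 6 CORT + DFP mice below all controls (exact permutation test, p = 0.00216). The interaction was -0.85 (standard error 0.13, n = 23 mice, p = 5e-06), the smallest interaction p of all regions.

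The Slc44a4 region (chromosome 17, 34921351 to 34921500, 3 CpGs) lies in intron 9 of 20. Log2 RPKM in B6 was 4.21 ± 0.30 (SD, n = 5) in control and 3.87 ± 0.35 (SD, n = 6) in CORT + DFP mice (exact permutation test, p = 0.126). With sex and age in the model the B6 effect was -0.66 (standard error 0.14, n = 23 mice, p = 1.55e-04), and among B6 mice of set 2 the difference was -0.62 (3 against 5 mice, exact permutation test, p = 0.0357). In D2 it was 3.83 ± 0.27 (SD, n = 6) and 4.23 ± 0.23 (SD, n = 6; exact permutation test, p = 0.0260). The interaction was 1.12 (standard error 0.18, n = 23 mice, p = 1.1e-05). Without age in the model it was 0.74 (n = 23 mice, p = 0.0088). The next window downstream had an effect of -0.46 in B6 and 0.40 in D2 and an interaction of 0.86 (n = 23 mice, p = 1.74e-04).

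The Rusc2 region (chromosome 4, 43416151 to 43416300, 10 CpGs) lies in the coding part of exon 2 of 12. Log2 RPKM in B6 was 4.89 ± 0.20 (SD, n = 5) in control and 4.54 ± 0.19 (SD, n = 6) in CORT + DFP mice (exact permutation test, p = 0.0173), with a model effect of -0.48 (standard error 0.10, n = 23 mice, p = 1.95e-04). Among B6 mice of set 2 the difference was -0.49 (3 against 5 mice, exact permutation test, p = 0.0357). In D2 it was 4.74 ± 0.12 (SD, n = 6) and 5.01 ± 0.15 (SD, n = 6; exact permutation test, p = 0.00216). The interaction was 0.76 (standard error 0.14, n = 23 mice, p = 2.9e-05). Of the 19 other windows in Rusc2, 18 were lower in CORT + DFP B6 mice and 6 had an interaction with a p under 0.05 (n = 23 mice), among them the next window downstream (0.66, p = 7.12e-04). The adjusted p of all 3 interactions was 0.608. Permuting the treatment within each strain gave p = 6e-05 at Ttll7, 6e-05 at Slc44a4, and 1e-05 at Rusc2 (permutation tests), at regions picked for a small p. The residual SD was 0.573 times the counting SD at the Ttll7 region, 0.792 times at Slc44a4, and 0.753 times at Rusc2.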

Other examples of CpGs with strong treatment-by-strain interactions include intergenic CpGs near the neuronal tubulin glutamylation gene, *Ttll7* (Figure 3B) (Garnham et al., 2015), CpGs located in an intron of the choline transport gene, *Slc44a4* (Figure 3C), and CpGs in the exon of *Rusc2* (Figure 3D).

**FIGURE 3:**
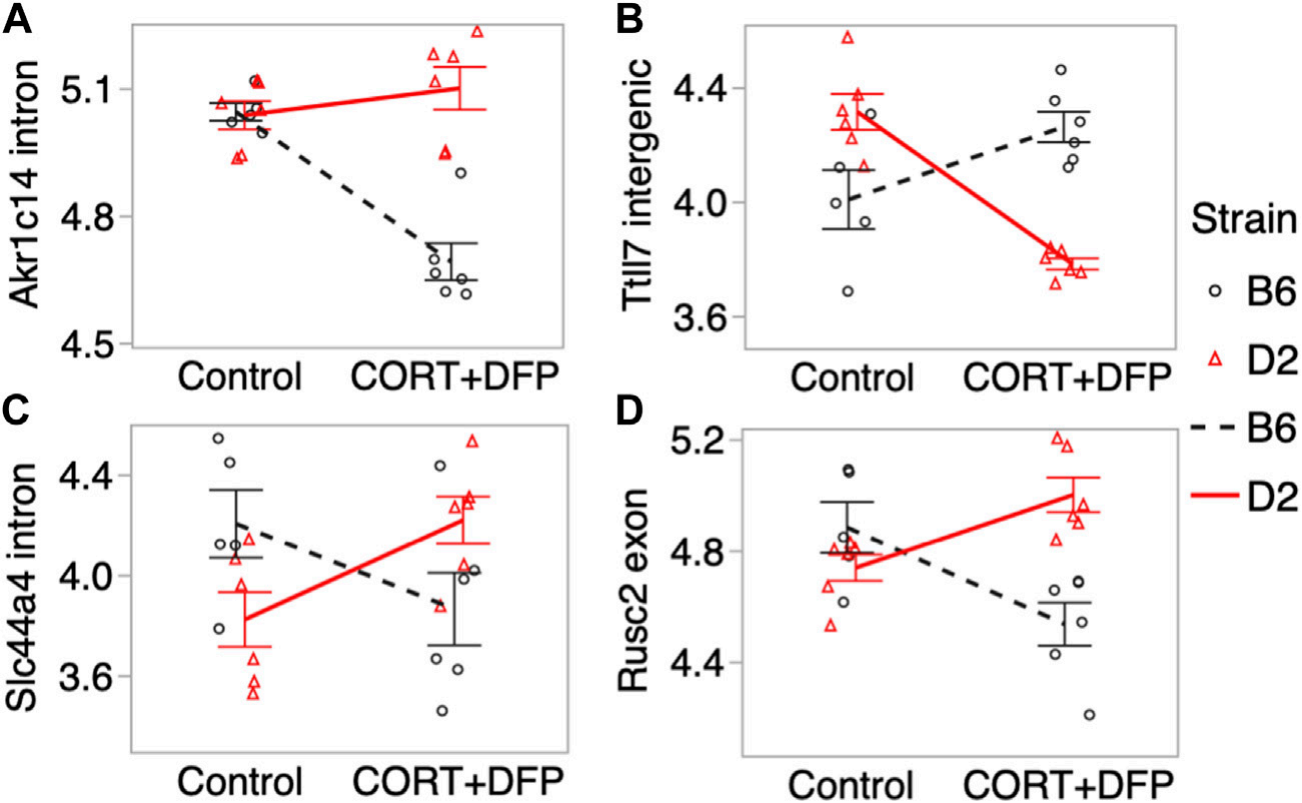
Differential methylation of CpG regions in the prefrontal cortex. Plots show the methylation patterns in control versus CORT+DFP treated C57BL/6J (B6; black), and DBA/2J (D2; red) mice. CpG regions located in **(A)** an intron of *Akr1c14*; **(B)** intergenic region near *Ttll7*; **(C)** intron of *Slc44a4*; and **(D)** exon of *Rusc2*. Error bars are standard error.

### Impact on gene expression

We next referred to a previously published RNA-seq based gene expression data from the PFC (Xu et al., 2020). The transcriptomic data was generated from a large cohort of mice belonging to the BXD Family (the progeny of B6 and D2) (Xu et al., 2020) and used the same control versus CORT + DFP treatment. We examined whether the differentially methylated CpGs also showed concordant treatment dependent differential expression. 58 of the 68 CpG regions detected by the EWAS were paired to the corresponding cognate genes (defined as the nearest gene for intergenic CpG regions, and gene in which the CpGs are located for genic regions). At a nominal *p*-value <0.05, 18 transcripts showed differential expression due to treatment (Supplementary Data S1). Of these, the strongest treatment effect was on the expression of *Akr1c14*, and in this case, the CORT + DFP treatment resulted in a strong downregulation in gene expression (Figure 4A). The genes with differential expression also included *Ttll7* (Figure 4B) and *Rusc2* (Figure 4C). Overall, our results highlight a few genes (e.g., *Akr1c14, Ttll7, Rusc2* and few others in Supplementary Data S1) as potential epigenetic targets of CORT + DFP treatment that could also impact gene expression.

**FIGURE 4:**
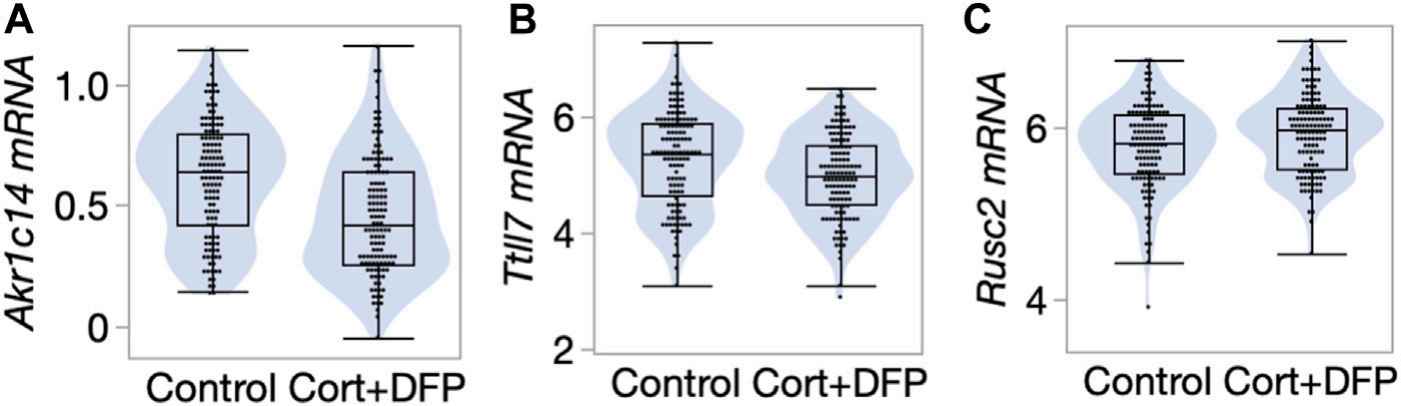
Differential gene expression in the prefrontal cortex. Violin and box plots comparing expression levels of **(A)** *Akr1c14* (mean ± SD of 0.61 ± 0.24 in control; 0.47 ± 0.25 in CORT+DFP; *p* < 0.0001), **(B)** *Ttll7* (5.3 ± 0.83 in control; 4.99 ± 0.72 in CORT+DFP; *p* = 0.004), and **(C)** *Rusc2* (5.78 ± 0.49 in control; 5.93 ± 0.46 in CORT+DFP; *p* = 0.01). 127 control mice, and 129 CORT+DFP treated mice; represents 32 BXD member strains.

## Discussion

The major aim of this work was to demonstrate genetic differences in the epigenetic contribution to individual differences in the chronic nature of Gulf War illness. We follow the work of Ashbrook et al. (2018) who reported histone modification and altered gene expression in the brain following treatment with corticosterone and diisopropylfluorophosphate (DFP), a sarin surrogate, in the C57BL/6J mouse. In the Ashbrook study, the authors reported corticosterone plus DFP to alter expression of genes related to immune and neuron functioning. Here, we report strain-related differential expression of four genes, *Ttll7, Akr1c14, Slc44a4,* and *Rusc2. Ttll7*, tubulin tyrosine ligase-like protein 7, is highly expressed in the brain, including cortical, striatal and limbic areas. It is also highly expressed in the aorta. Its documented function is promotion of neurite growth (Ikegami et al., 2006). *Slc44a4*, sodium-dependent choline transporter is highly expressed in cholinergic neurons in colon, duodenum, gall bladder, kidney and lung. *Rusc2, Run and Sh3 domain containing 2* are highly expressed in the brain, somewhat less so in adrenals, endometrium, heart, kidney, ovaries and lungs. One biochemical function is intracellular protein trafficking. Mutations have been implicated in microcephaly and intellectual deficiency.

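Among the 24 CpG regions with an interaction at a p of 0.0001 or less, the Akr1c14 region ranked 2 by the p of the interaction, after the Ttll7 region, and 23 by the size of the interaction. It ranked 1 by the p of the treatment effect in B6 over all regions.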

The strongest strain dependent change in DNA methylation that we detected was for the CpG region located in the intron of *Akr1c14, aldo-keto reductase family 1, member C14*. *Akr1c14* is highly expressed in liver, kidney, and colon, and participates in the development of Leydig cells and in developing and mature cells, in the production and release of androgens (Pratt-Hyatt et al., 2013). Particularly relevant to the effects of environmental toxicants, the aldo-keto reductase (AKR) family has a conserved role in drug metabolism and detoxification (Barski et al., 2008). In *Escherichia coli*, the aldo-keto reductase gene, AKR5F1, a homolog of the mammalian AKR family, plays a role in metabolizing organophosphorus compounds found in soil (Jiang et al., 2007). In our present work, we found that while DNA methylation in the intron of the *Akr1c14* gene in D2 remained mostly unchanged following CORT + DFP treatment, there was a significant decrease in methylation in B6 in response to the treatment (see Figure 3A). We note that DNA methylation has a complex relation with gene expression, and while methylation of promoter CpGs generally have an inverse correlation with gene expression, CpG methylation in introns and exons can have a positive correlation with gene expression (Jones, 1999). While we are not able to perform a well-powered test of strain-by-treatment interaction for the expression of *Akr1c14* due to low sample size, we find preliminary evidence that the B6 strain shows a significant downregulation in expression in the PFC following treatment. As this expression analysis in the two strains had only two D2 mice for the treatment group, this figure is presented as a supplemental (Supplementary Figure S1). In the progeny BXD strains, we find a highly significant downregulation in the expression of *Akr1c14* following treatment. Overall, our observations suggest that epigenetic modification in response to an organophosphate such as DFP may mediate some of the sustained and long-term changes that cause symptoms of GWI to persist long after exposure. Based on the B6 by D2 difference seen for the *Akr1c14* gene, we suggest a possible model (Figure 5). The genetic basis for this differential response is yet to be determined, and it may be related to differences in stress response between the two strains (Matthews et al., 2008; Mozhui et al., 2010; Terenina et al., 2019).

**FIGURE 5:**
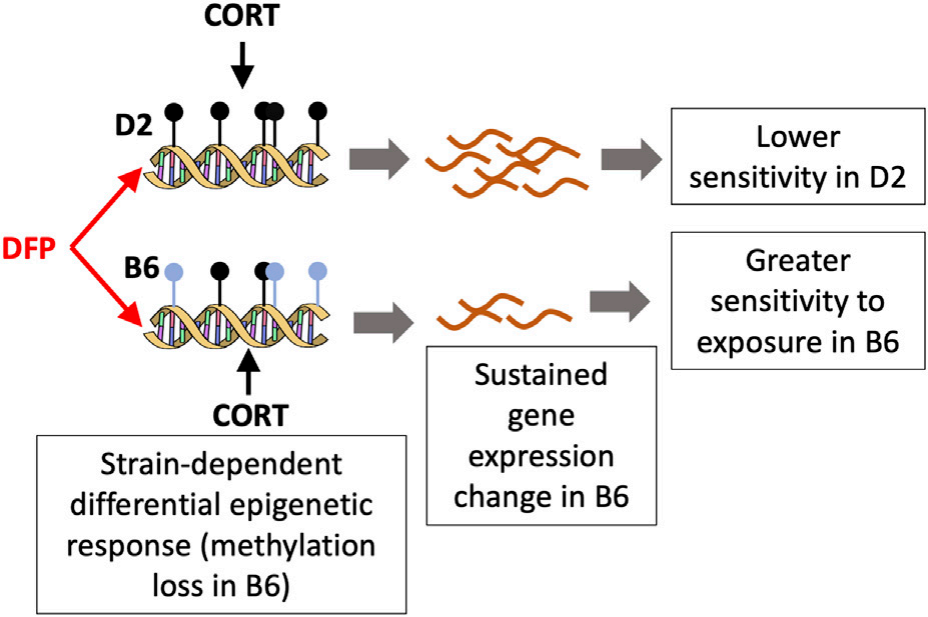
A model for the differential response to toxicant exposure based on the methylation pattern for *Akr1c14*. The C57BL/6J (B6) mice show a loss in methylation following DFP+CORT treatment while the DBA/2J strain remains mostly unchanged. The associated decrease in the expression if *Akr1c14* may result in a sustained and greater sensitivity in B6 compared to D2.

Considering the multiple functions of these 4 genes, we are reminded that functional proteins often do much more than that for which they are named. Accordingly, variants in *TTLL7* may be involved in cognitive difficulties seen in chronic GWI, *AKR1C14* may be involved in the chronic gastrointestinal complaints, *SLC44A4* and *RUSC2* would be operators in parasympathetic system-related complaints. This refinement of genes whose expression has been altered more or less permanently may provide clues as how to treat the myriad symptoms by targeting biochemical pathways related to the nominated genes.

## Conclusion

Here, we have proof-of-principle of genetic-based differential epigenetic response to exposures that mimic the exposures that Gulf War veterans experienced. This is important considering that GWI has multiple, seemingly unrelated effects that differ across individuals. Also, because we have this evidence of genetic differences in the epigenetic effects of the exposure in the parental strains of the extant 140 BXD recombinant inbred strains, this supports the charge to expand this work to include 30 or more of the BXD strains and both sexes so that we may conduct genetic mapping to nominate candidate genes underlying the individual differences.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE225179.

# Supplementary material for: Epigenetic analysis in a murine genetic model of Gulf War illness
**Source:** Front Toxicol. 2023 Jun 14;5:1162749. doi: 10.3389/ftox.2023.1162749
**Supplement:** Supplementary file 1

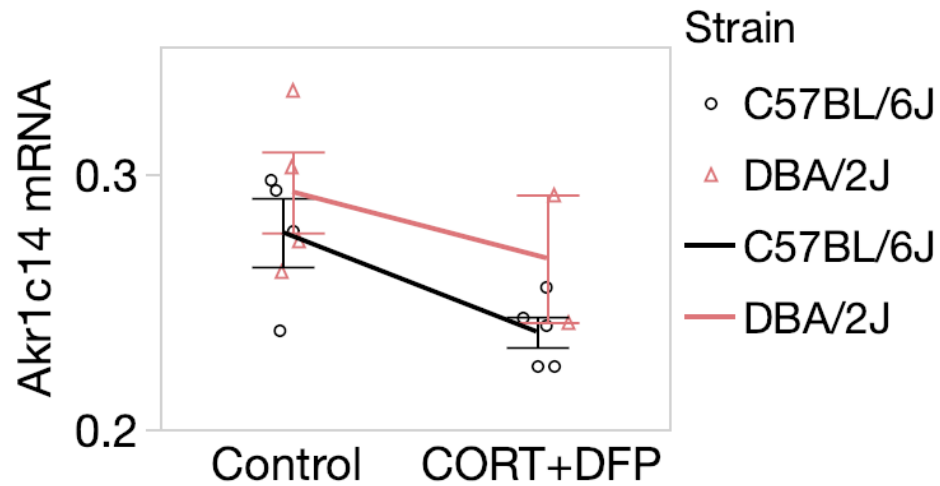

**Figure S1. Expression of *Akr1c14* in the prefrontal cortex of C57BL/6J and DBA/2J mice.**

Gene expression of *Akr1c14* in the control and treated C57BL/6J (black) and DBA/2J (red) mice. Based on t-test stratified by strain, the CORT+DFP treated C57BL/6J have a significantly lower expression ( $p = 0.02$ ). The DBA/2J mice show no difference (however, note that the data is from only two DBA/2J mice in the treatment group, and this is insufficient sample size for a full regression model that includes an interaction term).

How the deposited data were processed for this re-analysis (not part of the article)

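DNA methylation was measured by MBD-seq in the prefrontal cortex of 23 B6 and D2 mice, in 4 conditions of strain and treatment. The authors aligned the reads to GRCm38 with STAR, counted them in non-overlapping 150 bp windows with MEDIPS, and retained windows with CpGs and with enough reads in edgeR. The values the authors deposited are log2 RPKM, normalized by library size with edgeR's factors, with a prior count added before the logarithm. The number of CpGs per window is listed beside them. All per-sample columns belonged to mapped mice, with 0 columns left over. The values cover 195677 autosomal, 14416 X, and 98 mitochondrial windows, and no window on the Y chromosome. The steps before these values, from the reads to the filters on windows, are included in the file and were not repeated.

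Each value was checked against the authors' formula, and 100% of them are whole numbers of reads plus a prior with a mean of 2 reads. The recovered reads gave the depth of each mouse and the SD that counting error gives to each log2 value. Between 9776537 and 18428398 reads per mouse lay in the windows, and the median window had 41 reads per mouse, for an SD of 0.23 on the log2 scale. Condition, sex, age, and set of each mouse were taken from the sample labels. The set is the first part of the sample name.

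PCA was computed with numpy 2.4.6 in Python 3.11.15 on all windows, centred and not scaled. Since the sign of a PC is arbitrary, the size of the correlation with age was compared across alternatives. The regression of each window on treatment, strain, their interaction, sex, and age was fitted by least squares, as the paper's glm does. The estimates were checked with limma 3.58.1 in R 4.3.3, which also gave the statistics moderated across windows. Regions at a p of 0.0001 or less were counted, as in the paper, and Benjamini-Hochberg adjusted p-values were computed over all windows. Groups were compared by two-sided permutation tests in scipy 1.17.1, with 100000 resamples, or with every arrangement where a group held fewer than 10 mice. Sets of mice were compared with set labels rearranged within each sex, in every arrangement, and treatments on each PC also with treatment rearranged within strain and sex. Interactions in the windows away from the plotted regions were tested by permuting the residuals of the model without the interaction. Among the alternatives, the effect in B6 mice of set 2 was judged by the p of its regression, and its exact p is given at the claim. Tables were handled with pandas 2.3.3 and figures drawn with matplotlib 3.10.9.

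The regions named are those of Akr1c14, Ttll7, Slc44a4, and Rusc2, which the paper plots, the Mttp region labelled in its Figure 2B, the 2 regions with the smallest treatment p and the 2 with the smallest interaction p, and the Skint10, Scgb2b11, and Gm46993 regions, which were picked after it was seen that they had no reads in D2. Gene positions were taken from GENCODE M21, and repeats and intron numbers from Supplementary Data S1. Whether reads in repeats map to 1 place only was not measured, and the BXD expression data were not analysed here.

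The methods were tested on simulated data, with reads drawn for the real windows and library sizes and with 200 windows given a known interaction. Noise between mice was added independently in each window, unlike in the data, where residuals of neighbours correlate. The 200 windows were drawn from those with higher mean reads in both strains. The reads were recovered exactly at 100% of 210191 windows. The regression called 1% of 100 windows with an interaction of 0.5 and 19% of 100 windows with an interaction of 1.0 at a p of 0.0001 or less, with 12 calls among 209991 unchanged windows. The estimates averaged 0.500 and 0.927 in the direction simulated.

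The alternatives were other sets of windows, scaling, log2(RPKM + 1), centring on the median, quantile normalization, limma's moderated statistics, the set in place of age, no age, other codings of the treatment, a threshold of 0.00015, B6 mice of set 2 alone, and each mouse left out in turn. Others were chosen after seeing the data. These were voom weights on the recovered reads, a residual SD no smaller than the counting SD, the slope of log2 RPKM on CpG number or the log2 of the reads of each mouse as a covariate, windows with a mean of more than 3 reads in each strain, and B6 mice alone.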

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

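Of the tests below, those of the residual spread, of repeats, of the direction of the interaction regions, of mice apart on single PCs, and of windows away from the plotted regions were chosen only after the result was seen.

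At the Akr1c14 region, the highest of the 6 B6 CORT + DFP mice had a log2 RPKM of 4.90, while the other 5 lay between 4.62 and 4.70. Its gap to the nearest mouse was 0.714 of the range, above Dixon's critical value for 6 mice. It was the 1 such value among 40 groups tested for region and library measures, where chance gives 2. With each mouse left out in turn, the effect in B6 stayed between -0.45 and -0.40. No biological explanation was tested for this mouse.

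On single PCs, 9 of 40 groups of PC and condition had a mouse past Dixon's critical value, from 6 mice in all. The B6 control mouse with the fewest reads of all scored 183 on PC1 (others 205 to 213), 84.3 on PC3 (others -27.1 to -11.0), and 83.7 on PC9 (others -8.05 to 7.2). The B6 CORT + DFP mouse with the second fewest reads scored -57.7 on PC7 (others -8.95 to 13.6) and 22.5 on PC8 (others -4.64 to 0.975), and another B6 CORT + DFP mouse 230 on PC1 (others 193 to 206). Of the D2 CORT + DFP mice, 1 scored -45.1 on PC4 (others 1.18 to 7.07) and another -56.8 on PC9 (others -12.5 to 14.1), and a D2 control mouse scored 70.4 on PC5 (others -48.1 to -7.92). With the mean of each strain and sex removed, 3 of the 9 were no longer past the critical value: 230 on PC1 (ratio 0.343), 83.7 on PC9 (0.643), and -56.8 on PC9 (0.420). A D2 control mouse on PC6 (0.671) then passed it, for 7 groups in all, where simulated normal scores gave 1.91. Each mouse pulls the mean of its own strain and sex, which lowers its ratio, so the fall does not show that sex is the source. After regression of each PC on strain and the log2 of the reads, 7 of the 9 were still apart. Library depth may therefore account for the B6 control mouse on PC1 and PC3, and the source of the other 7 was not found.

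The treatment effect differed between the strains by the interaction term at the Akr1c14 (0.49), Ttll7 (-0.85), Slc44a4 (1.12), and Rusc2 (0.76) regions. All 4 interactions kept a p of 0.001 or less with the capture slope of each mouse (log2 RPKM on CpG number) as a covariate (largest of the 4 p-values 6.29e-05), with the set in place of age (3.54e-05), and with the log2 of the reads per mouse (5.19e-05). These regions were picked for a small p, and such regions move in opposite directions in the strains by selection: 98.7% of the interaction regions did so in other splits of the mice into treatment groups. At 4 of the 4 regions the residual SD lay under the SD from counting error, with ratios of 0.472, 0.573, 0.792, and 0.753, against a median of 1.09 over all regions. With the residual SD raised to the counting SD, the interaction p-values were 0.00976, 0.00158, 1.46e-04, and 5.37e-04 with n = 23 mice, so a residual spread that is low by chance may account for part of their rank. Of the 4 regions, 1 (Akr1c14) lies in an annotated repeat, and mappability was not measured, so at that region the interaction cannot be told apart from reads shared between copies of the repeat. The next window downstream of the Slc44a4 and Rusc2 regions shares fragments with them. In windows of each gene more than 1 window away, the mean interaction was -0.14 in 12 windows of Akr1c14, -0.10 in 10 of Ttll7, 0.30 in 2 of Slc44a4, and 0.33 in 18 of Rusc2. It had an adjusted p under 0.05 in 1 of the 4 genes, Rusc2 (permutation test, p = 0.00239, adjusted over the 4 genes p = 0.00956), so counting error at the selected window alone does not account for Rusc2. With the region's own log2 RPKM as a covariate, 0 of the 4 genes had one (0 also at an unadjusted p under 0.05, the smallest p 0.369 by permutation test), but the region carries the interaction itself, so an effect along the whole gene would be removed as well. This test therefore cannot tell such an effect from variation between mice that is shared along Rusc2. A strain-dependent effect of CORT + DFP remains a hypothesis at the 4 regions beside low residual spread.

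Reads on the mitochondrial genome, whose share the paper does not report, made up a median of 0.0637% of the reads per mouse (0.0223% to 0.141%, 2404 to 21181 reads in 98 windows). The share rose with the number of reads (Spearman's rho 0.512, permutation test, p = 0.0133; Pearson's r 0.461, and 0.386 without the 2 mice farthest from the median). Within sets 1, 2, and 3 the rho was 0.0476, 0.286, and 0.607, with too few mice to test it well, and the median share was 0.0359% in set 1, 0.0806% in set 2, and 0.0694% in set 3. CORT + DFP and control mice did not differ in either strain (the smaller of the exact permutation test p-values was p = 0.203). Library depth or the set could be a candidate source of the variation, and treatment was not detectable in it.

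On the autosomes, 1170 regions differed between the sexes at a Benjamini-Hochberg adjusted p under 0.05, a comparison the paper does not report. Only 1 of 100 splits of the mice into sexes within condition, the real one, gave as many, and the largest other count was 1. Of these regions, 74.8% were higher in males (875 against 295 lower). If reads of the Y chromosome placed on autosomal copies were the source, most regions would be higher in males. This share lies between the limits set by hand for and against that source, and no expected share was computed. Such reads add to the counts of males, so the 295 regions lower in males argue against them as the source there. Other sources of misplaced reads were not tested at these 295 regions. At the 875 regions higher in males, a biological difference between the sexes cannot be told apart from such reads.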

How the results depend on the processing

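No test in this part was chosen after its result was seen, but some alternatives were. Those with voom, the residual SD raised to the counting SD, the capture slope or the log2 of the reads per mouse as a covariate, regions with more than 3 mean reads in each strain, and B6 mice alone were chosen after seeing the data. The others were chosen before the data were examined, and all of these were run. The cause of the changes below was not tested except where stated.

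The strain difference on PC1 stayed past the threshold in all 6 alternatives and with each of 23 mice left out. The regions with an adjusted p under 0.05 numbered 0 in all 15 alternatives for treatment and in all 13 for the interaction, with 12314 and 14339 regions at a p of 0.05 or less under the model as in the paper. The smallest adjusted p ran from 0.0858 to 0.985 and from 0.464 to 0.889 over these alternatives.

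On autosomes alone PC1, PC2, and PC3 explained 74.0%, 4.22%, and 2.35% of the variance. The sex difference on PC2 was 7.41 and the size of r between PC3 and age 0.298. In regions at or above the lower quartile of mean log2 RPKM, the PCs explained 39.4%, 9.88%, and 7.32%, and r was 0.00735. With regions scaled, they explained 24.5%, 10.5%, and 7.95%, with a sex difference of 82.2 and an r of 0.141. In these 3 alternatives the order of PC2 and PC3 changed. The PC closest to the first PC3 was PC2, whose r with age was 0.598, 0.646, and 0.648 in size. The PC closest to the first PC2 was PC3, whose r with sex was 0.503, 0.826, and 0.830 in size. The r of that PC3 with the first PC2 was 0.585, 0.733, and 0.793 in size, so the match on autosomes was partial. With log2(RPKM + 1) the PCs explained 67.2%, 6.51%, and 4.42%, and 1 of the 10 PCs differed between treatments. With each mouse centred on its median, PC1 explained 69.3%. In regions with more than 3 mean reads in each strain, they explained 56.3%, 9.21%, and 5.82%. Within B6 mice r was 0.316.

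With the threshold at 0.00015 there were 36 treatment regions, 39 interaction regions, and 68 in all. With D2 as the reference strain, 38 regions had a treatment effect, 0 of them among the first 23. Quantile normalization gave 55 treatment regions (18 shared). Regions above the lower quartile gave 15 interaction regions and 28 in all. Under limma's moderated statistics 20 treatment and 24 interaction regions passed, 7 and 8 of them shared. Voom gave 10 treatment regions (2 shared) and 24 in all. With the residual SD raised to the counting SD, 0 treatment and 0 interaction regions passed, 0 in all.

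The share of regions with a treatment p of 0.05 or less was 4.93% with the set in place of age, 4.17% without age, 4.28% averaged over the strains, 8.06% under quantile normalization, 4.47% with the raised residual SD, 4.67% with the capture slope, 4.90% with the log2 of reads, and 4.94% in B6 mice alone. The interaction share was 5.85% with the set, 4.24% without age, 5.32% with the raised residual SD, 5.72% with the capture slope, and 5.91% with the log2 of reads.

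The effect in B6 at the Akr1c14 region no longer had a p of 0.0001 or less under limma's moderated statistics (-0.42), averaged over strains (-0.17), in set 2 alone (-0.39), under voom (-0.43), with the raised residual SD (-0.42), and in B6 mice alone (-0.39). Its interaction did so under limma (0.49), voom (0.50), and the raised residual SD (0.49). With D2 as reference, which measures the effect in D2, the sign turned at Akr1c14 (0.075), Ttll7 (-0.54), Slc44a4 (0.46), and Rusc2 (0.29), and averaged over strains it turned at Ttll7 (-0.12). The Ttll7 interaction lost the threshold under quantile normalization (-0.93), voom (-0.87), and the raised residual SD (-0.85). The Slc44a4 effect in B6 passed it under quantile normalization (-1.01), and its interaction lost it without age (0.74) and with the raised residual SD (1.12). The Rusc2 interaction lost it under limma (0.76), without age (0.62), under voom (0.75), and with the raised residual SD (0.76). The Mttp effect in B6 changed in 7 of 14 alternatives and the Aqp7 effect in 5 of 14, none of them planned for these regions. Under voom the p was 0.0032 at Mttp and 4.3e-04 at Aqp7. With each mouse left out in turn, the Mttp effect was weaker in 5 of 23 fits (largest p 2.8e-04) and the Aqp7 effect in 0.

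With each mouse left out in turn, PC1 explained 69.2% to 70.4%, PC2 5.97% to 6.54%, and PC3 3.73% to 4.21%, and 0 to 1 PCs differed between treatments. Treatment regions numbered 12 to 60, interaction regions 15 to 41, and both together 28 to 82. The shares ran from 4.36% to 7.68% and from 5.41% to 8.49%. Adjusted p-values under 0.05 numbered 0 to 2 for treatment and 0 to 1 for the interaction. The effect in B6 ran from -0.80 to -0.56 at Slc44a4 and from -0.53 to -0.41 at Rusc2, and the Rusc2 interaction from 0.69 to 0.87.

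In simulated data of this depth and number of mice, 1% of interactions of 0.5 and 19% of interactions of 1.0 had a p of 0.0001 or less. For interactions of 1.0, limma's moderated statistics found 31% and voom 47%, and for those of 0.5 they found 1% and 2%. With the residual SD raised to the counting SD, 14% and 1% were found. This setting called 2 unchanged windows, against 12 in the model as in the paper. At this depth and number of mice, the size of the interaction and the choice of statistic therefore limit which interactions can be found. Other depths, numbers of mice, and levels of noise between mice were not simulated.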

Differences from the paper's values

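No test in this part was chosen after its result was seen. At a p of 0.0001 or less, 23 regions had a treatment effect against the paper's 36, and 24 had an interaction against the paper's 39. Together they were 43 regions against the paper's 68, with 43 gene names against the paper's 66. With the threshold at 0.00015, one of the alternatives set before the data were examined, the counts were 36, 39, 68, and 66, and all 68 regions were those of Supplementary Data S1. The treatment count alone also came to within 1.5 times the paper's value or the spread over mice left out with log2(RPKM + 1) (25 regions, 23 of them among the first 23), with each mouse centred on its median (25, with 23), without age (29, with 12), and with D2 as the reference strain (38, with 0). A similar count does not make these the paper's regions. The gap stayed open on autosomes alone, above the lower quartile, under limma's moderated statistics, with the set in place of age, averaged over the strains, and under quantile normalization. For the interaction count, none of these other alternatives closed it. For all regions together, the count came as near with D2 as the reference strain (57 regions, 5 of them among the first 43) and under quantile normalization (64, with 29), and with none of the others. The number of gene names was recounted at 0.00015 only. Leaving out 1 mouse brought the treatment count as near in 18 of 23 fits (25 to 50 regions), the interaction count in 14 (28 to 41), and both together in 16 (46 to 82). Of the settings chosen after seeing the values, the log2 of the reads per mouse as a covariate gave 27 treatment regions, 30 interaction regions, and 53 together, and the capture slope gave 26 interaction regions, each within 1.5 times the paper's count.

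The reads counted in the regions had a median of 12.65 M per mouse, where the paper's 40 M is the number sequenced per sample, a different quantity. No alternative set before the data were examined applies to it.

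The paper calls the change at Akr1c14 the strongest strain-dependent change. By the p of the interaction the Akr1c14 region ranked 2, after Ttll7, and by the size of the interaction it ranked 23 of 24, while it ranked 1 by the p of the treatment effect in B6. The paper's methods give the mice an age of 140 to 190 days, and the sample labels give 145 to 226 days. In the paper's own sample details, the mean age of B6 CORT + DFP males is also above 190 days.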

Other observations

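Of the tests below, those of the residual spread, of PC3 against library depth, of splits within set and sex, of windows without reads in D2, and of D2 variants were chosen only after the result was seen.

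The number of regions with a p of 0.0001 or less was compared with other splits of the mice within each strain into groups of the same sizes. Of 100 splits, the real one included, 43 gave as many treatment regions as 23, 23 gave as many interaction regions as 24, and 34 gave as many regions together as 43. As large a share of regions with a p of 0.05 or less was found in 21 splits for treatment and in 8 for the interaction. The other splits had a median of 20 treatment regions (5 to 161), 17 interaction regions (4 to 100), and shares of 4.62% and 4.79%. These splits ignore set and sex, and in B6 all mice of set 1 are CORT + DFP. Of 100 splits within strain, set, and sex, the real one included, 33 gave as many treatment regions, 14 as many interaction regions, and 13 as many together, and 8 gave as large a treatment share and 3 as large an interaction share. The counts and the treatment share may therefore come from the grouping of these mice alone. For the interaction share, the splits that keep set and sex speak weakly against this, with a median of 4.44% and a highest value of 7.33%. The 3 of 100 is not adjusted for the number of measures and kinds of split, and the splits within strain gave 8. The B6 mice of set 1 cannot change label when the set is kept. Grouping is therefore not excluded for the interaction share.

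The excess of low treatment p-values could also follow technical differences between the libraries or the terms of the model. The treatment share fell to 4.67% with the capture slope, to 4.93% with the set in place of age, and to 4.90% with the log2 of the reads as a covariate, all under the 5.5% taken as the limit. Without age and with nothing in its place it was 4.17%, so the fall with the set may come from the removal of age alone. No fit held age and set together, so whether the set accounts for the excess cannot be told. The interaction share was 5.72%, 5.85%, and 5.91% under these covariates, so none of them accounts for all of its excess. Without age it was 4.24%, under the 5% due by chance, so the excess was found only with age or the set in the model, and these overlap with the treatment in B6.

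The residual SD lay under the SD from counting error at 100% of the 43 regions, against 32.5% of all regions. In simulated data, 83.3% of 12 false calls and 55% of 20 true calls had such a residual SD, so selection on a small p lowers it in both, and few calls bear on the contrast. The simulated noise gave a median residual SD of 1.19 times the counting SD, against 1.09 in the data. These shares therefore do not calibrate the 100% of the 43 regions. A residual spread that is low by chance is a candidate explanation for many of the 43. For 19 treatment and 18 interaction regions with an adjacent window, 37 entries in all, the neighbours moved in the same direction in 37. A region in both lists, such as Akr1c14, enters once for each term, so the entries are not all independent. On average the neighbours moved by 0.692 of the region's estimate, where the correlation of the residuals between neighbours predicts 0.699. The mean difference was -0.00688 (standard error 0.0362), so the neighbours show nothing beyond what this correlation predicts. Shared fragments and variation between mice that neighbours share can both enter the correlation, and they were not separated. An effect confined to the fragments of the selected window would look alike.

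At the 447 windows without reads in any D2 mouse, 18.1% had a treatment p of 0.05 or less, against 5.83% of the other windows. In B6 mice alone the share was 5.59%, and 0 of them had a p of 0.0001 or less. The missing D2 values may therefore make the residual SD too small there. Of the 4157 windows with 3 or fewer mean reads in 1 strain, 98.0% were low in D2, which is consistent with D2 variants against a B6 reference genome. Of the windows without D2 reads that have a neighbour in the file, 66.7% (250 of 375) had a neighbour without D2 reads, which suggests that longer sequences missing in D2 contribute. Without the windows of 3 or fewer mean reads, PC1 explained 56.3% of the variance, and with floors of 5, 10, and 20 mean reads 51.9%, 43.6%, and 33.3%. With the highest floor 8.41% of windows were left out. A window is left out for few reads in either strain, so the filter itself removes strain differences, and how much of PC1 comes from missing reads cannot be told from it.

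Over all mice, PC3 followed the number of reads (Spearman's rho 0.832 in size) more closely than age (0.340), and its rho with the capture slope was 0.300. The slope had a mean of 0.0532 in B6 and 0.0156 in D2 mice, which can hide a relation within strains. The slope was not tested within strains, so its relation with PC3 cannot be ranked against that of age. Within sets 2 and 3, where age hardly varies, PC3 still followed the reads, so library depth is a candidate explanation for PC3. The relation with age rests on set 1, so age and set cannot be told apart.

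A treatment-by-sex interaction, which the paper does not test, had a p of 0.0001 or less at 12 regions, and 74 of 100 splits of the mice within strain and sex gave as many. No region had an adjusted p under 0.05 (0 regions, with 8672 at an unadjusted p of 0.05 or less). The age term had an adjusted p under 0.05 at 24 regions and an unadjusted p of 0.0001 or less at 247.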
